# Transcriptomic Analysis of Gonadal Adipose Tissue in Male Mice Exposed Perinatally to 2,2′,4,4′-Tetrabromodiphenyl Ether (BDE-47)

**DOI:** 10.3390/toxics6020021

**Published:** 2018-03-29

**Authors:** Aser Abrha, Alexander Suvorov

**Keywords:** polybrominated diphenyl ether, PBDE, BDE-47, adipose, transcriptomic, genomic, obesogen, complement and coagulation cascade, de novo lipogenesis, metabolism

## Abstract

For the majority of lipophilic compounds, adipose tissue is traditionally considered as a storage depot and only rarely as a target organ. Meanwhile, abnormalities in adipose tissue physiology induced by chemical exposure may contribute to the current epidemic of obesity and metabolic diseases. Polybrominated diphenyl ethers (PBDEs) are a group of lipophilic flame retardants found in the majority of human samples in North America. Their ability to alter the physiology of adipose tissue is unknown. We exposed pregnant mice to 0.2 mg/kg body weight/day of BDE-47 perinatally. Transcriptomic changes in gonadal adipose tissue were analyzed in male offspring using the RNA-seq approach with subsequent bioinformatic analysis. The expression of genes of coagulation and complement cascade, de novo lipogenesis, and xenobiotic metabolism was altered in response to BDE-47 exposure. The affected molecular network included the following hubs: PPARα, HNF1A, and HNF4. These findings suggest that adipose tissue should be considered a target tissue for BDE-47, in addition to its role as a storage depot. This study also builds a background for a targeted search of sensitive phenotypic endpoints of BDE-47 exposure, including lipid profile parameters and coagulation factors in circulation. Additional studies are needed to investigate the role of PBDEs as an obesogen.

## 1. Introduction

Metabolic disease represents one of the biggest public health challenges today. Approximately two out of every five Americans will develop type 2 diabetes at some point during their adult lives [1]. More than 60% of children above the age of 10 either are obese or will become obese later in life. One in four overweight children suffers from impaired glucose tolerance [2]. A growing body of evidence links the current worldwide epidemics of obesity, diabetes, and related metabolic diseases with environmental exposure [3]. Many environmental xenobiotics, such as dioxins, PCBs, PBDEs, and others, are highly lipophilic and therefore accumulate in adipose tissue in humans, livestock, and wildlife. Adipose tissue is usually considered a storage depot of lipophilic compounds and is only rarely considered a target of toxicity in toxicological research [4], although it is known to be involved in several physiological functions, including metabolic regulation, energy storage, and endocrine functions [4]. For example, white adipose tissue is a major secretory cell of a diverse list of proteins collectively known as adipokines involved in the regulation of metabolic functions of the organism [5]. Changes in adipose physiology induced by environmental xenobiotics may be associated with obesity, diabetes, and other metabolic diseases [6,7].

Polybrominated diphenyl ethers (PBDEs) are a type of brominated flame retardants that were used in many household products such as paints, plastics, textiles, furniture padding, mattresses, and various electrical appliances until recently [8]. Although the commercial use of PBDEs has ceased in many industrial countries, PBDEs are ubiquitously found in the environment due to their resistance to degradation. The level of PBDEs in human blood, breast milk, and adipose tissue has increased exponentially over the last three decades and continues to rise in North America [9]. Among the various PBDE congers, 2,2′,4,4′-tetrabromodiphenyl ether (BDE-47) is the most prevalent in human samples, including maternal milk [10,11,12,13,14,15]. PBDEs are lipophilic and bioaccumulate in fatty tissues with a half-life in human tissues estimated at 1.8–6.5 years [16]. Although PBDEs accumulate predominantly in adipose tissue, the majority of studies of PBDE toxicity were focusing on neurodevelopment, endocrine, and reproductive endpoints [17,18,19] and target organs such as the liver, thyroid gland, kidney, and reproductive organs. The ability of PBDEs to affect the physiology of adipose tissue was not thoroughly addressed in previous studies.

In this study, we analyze global gene expression in gonadal adipose tissue of mice exposed perinatally to a low dose (0.2 mg/kg body weight) of BDE-47. Our data demonstrate significant changes in several functional networks including coagulation and complement cascade, lipid and lipoprotein synthesis, and xenobiotic metabolism pathways.

## 2. Materials and Methods

### 2.1. Animals and Treatment

Eight-week-old male (30–35 g) and female (27–30 g) CD-1 mice were obtained from Charles River Laboratories (Kingston, NY, USA) and housed in a temperature (23 ± 2 °C)- and humidity (40 ± 10%)-controlled environment, with a 12-h light/dark cycle, and food and water available ad libitum. After three days of acclimation, the animals were bred and the day of vaginal plug detection was considered pregnancy day 1. The dams were assigned to one of two treatment groups (*n* = 5 per group) based on weight match, and were exposed to tocopherol-stripped corn oil (MP Biomedicals, Solon, OH, USA) or a 0.2 mg/mL solution of BDE-47 (AccuStandard, Inc., New Haven, CT, USA; 100% purity) in tocopherol-stripped corn oil daily from pregnancy day 8 through postpartum day 21; the females were fed 1 µL/g BW from the tip of a pipette, resulting in exposure of 0.2 mg/kg BW/day. This method of exposure is routinely used in our laboratory as a substitution of oral gavage as the latter method induces significant stress response by the endocrine system, which may interfere with the analyzed health outcomes [20]. The dams were allowed to deliver naturally, and the litters were not culled to maintain consistency of nutrient distribution among the same number of fetuses/pups at pre- and postnatal periods, and to avoid catch-up growth [21]. The dams and pups were kept together until weaning on PND 21, when the male and female pups were separated. Using cervical dislocation, one randomly selected male pup per litter was euthanized on PND21. The other pups were used in a different study. All animals were euthanized between 9 a.m. and 11 a.m., following 2 h of fasting. Gonadal fat from the right side of each animal was collected, weighed, and snap-frozen in liquid nitrogen and stored at −80 °C. All procedures met the guidelines of the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and this study was approved by the Institutional Animal Care and Use Committee at University of Massachusetts, Amherst, MA, USA.

### 2.2. RNA Extraction and Sequencing

Four samples of gonadal fat per exposure group were used for RNA extraction, collected from four individual pups from four different litters per exposure group. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and quantified using a NanoDrop 1000 instrument (Thermo Fisher Scientific, Wilmington, DE, USA). RNA quality was assessed using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples of RNA with integrity values > 9 were used for library preparation in accordance with the recommendations of the library preparation and sequencing kit manuals. The NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490, New England BioLabs Inc., Ipswich, MA, USA) was then used to isolate intact poly(A) + RNA from 3 µg of total RNA. Libraries were constructed using NEBNext mRNA Library Prep Reagent Set for Illumina with multiplexing indexes from NEBNext Multiplex Oligos for Illumina (E6100 and E7335 respectively, New England BioLabs Inc., Ipswich, MA, USA). The quality and purity of the libraries were assessed by Agilent 2100 Bioanalyzer, and the concentration of the libraries was measured by real-time PCR with primers for P5 and P7 flow cell oligo sequences using a KAPA Library Quantification Kit (KR0405, Kapa Biosystems, Boston, MA, USA) in a 384-well plate on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). High-throughput sequencing was performed on a NextSeq500 sequencing system (Illumina, San-Diego, CA, USA) in the Genomic Resource Laboratory of the University of Massachusetts, Amherst. cDNA libraries were single-end sequenced in 75 cycles using NextSeq 500 High Output Kit (FC-404-1005, Illumina, San-Diego, CA, USA) in a multiplex run. Four samples were sequenced per exposure group, representing eight different litters. Sequencing was completed with minimum 20 million reads per sample. One control sample was sequenced with smaller number of reads and was excluded from further analysis. All sequencing data were uploaded to the GEO public repository and GEO were assigned series accession number GSE112207.

### 2.3. RT-qPCR

The RNA-seq results were validated using RT-qPCR for genes selected randomly from the list of the most significantly differentially regulated genes in RNA-seq experiment (Table 1). Total RNA was purified of genomic DNA contamination using DNase (RQ1 RNAse-free DNAse, Cat. # M610A, Promega, Madison, WI, USA) and reverse-transcribed using the High Capacity cDNA Reverse Transcription Kit (Cat. # 4368814, Applied Biosystems, Vilnus, Lithuania). Using free online software Primer3Plus (primer3plus.com), forward and reverse primers were designed to anneal different exons spanning long intron (Table 1). The housekeeping gene (Polr3c) was selected from genes that were not regulated in our RNA-seq dataset, with the consideration of its ubiquitous presence in different cell types. 

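Polr3c, which encodes a subunit of RNA polymerase III, had a group value of 13.7 FPKM in control fat and 14 FPKM in BDE-47-exposed fat, a log2 ratio of 0.03 with a q of 1 in the authors' deposited table. The gene lies on chromosome 3 of GRCm38 from 96711490 to 96727628. B2m, the beta-2-microglobulin gene that Table 1 lists as the housekeeping gene, was at 3061 and 2876 FPKM, a log2 ratio of −0.08 (q = 1) in the same table. Neither gene passed the threshold for a call.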

Triplicate 5-μL real-time PCR reactions, each containing iTaq Universal SYBR Green Supermix (Cat. 172-5124, BioRad), primers, and cDNA template were loaded onto a 384-well plate and run through 40 cycles on a CFX384 real time cycler (Bio-Rad Laboratories, Inc.). The data were analyzed using the manufacturer’s CFX manager software (version 3.1, BioRad, Hercules, CA, USA, 2013). Relative quantification was determined using the ΔΔCq method [22].

### 2.4. Bioinformatic Analysis of RNA-seq Data

To analyze the data from our mRNA sequencing experiment, read filtering, trimming and de-multiplexing were performed via the BaseSpace cloud computing service supported by Illumina (https://basespace.illumina.com/home/index). The preprocessed reads were mapped to the reference mouse genome (MM10) using TopHat 2 aligner [23,24]. Aligned reads were then used for assembly of novel transcripts with Cufflinks 2.1.1 and differential expression of novel and reference transcripts with Cuffdiff 2.1.1 [25]. The list of differentially expressed transcripts was filtered to select only transcripts associated with gene names and transcripts with FPKM values > 1 in at least one of conditions (control or exposed). The resulting gene list included 14,289 genes.

DAVID bioinformatics resources version 6.7, Gene Set Enrichment Analysis (GSEA), and Ingenuity Pathway Analysis (IPA) were used for bioinformatics analysis of RNA-seq data. A short list of 2-fold significantly differentially expressed genes was imported to DAVID or IPA for functional analysis with default settings. GSEA analysis was conducted using a ranked list of 14,289 genes against the following collections of gene sets: hallmark genes sets (H), curated gene sets from online pathway databases, publications in PubMed, and knowledge of domain experts (C2) and gene ontology gene sets (C5) obtained from the molecular signatures database v5.2 [26] and PPARα target genes obtained from [27]. Gene sets enriched with FDR *q*-value < 0.02 were considered significant.

## 3. Results

We found no significant relationship between litter size and exposure to BDE-47, with the number of pups varying from 11 to 15 per litter. No weight differences were observed between the control and exposed dams and pups throughout the experiment. No changes in adipose tissue weight were found in male mice on PND21.

The resulting filtered list of differentially expressed genes included 14,289 genes. 

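The data behind this list are RNA-seq values of gonadal fat from male CD-1 pups on postnatal day 21, with 4 pups of dams fed 0.2 mg/kg body weight of BDE-47 per day, beginning on day 8 of pregnancy and ending on day 21 after birth, and 3 pups of dams fed the corn oil alone. BDE-47 is a brominated flame retardant. The authors mapped the reads to the mouse genome (mm10) with TopHat2 and compared the groups with Cuffdiff 2.1.1, which combines the libraries of a group into a single FPKM (fragments scaled for transcript length and for the number of mapped reads). The authors' deposited table gives this group value on a log2 scale, the log2 ratio of BDE-47 over control and a q value for 35534 loci, of which 25791 carry a gene name and 23378 were tested. After the paper's filter, a gene name and more than 1 FPKM in at least 1 group, 14262 loci remained, with 12937 different names. 419 of them join several genes, whose reads cannot be told apart there. A locus is called here at a q of 0.05 or less and a change of at least 2-fold. The smallest q in the table is 0.013, shared by 90 loci, so q does not rank them. A group at 0 FPKM is listed at a log2 value of −10, and no fold is given against it. The table holds no values per mouse, so the spread between mice behind each group value is unknown and enters only through Cuffdiff's q. The depth of each library is unknown from the table; the paper states that 1 control library with fewer reads was left out. Gene lists were fixed before the data were examined. For each, the median log2 ratio was set against 10000 random lists of the same size matched on mean FPKM, which describes these libraries and is not a p-value of the exposure. The p-values behind the q values could be recovered up to 0.0304. Counts adjusted over the list alone are therefore given as a range where p-values behind a q of 1 leave them open. For the upper end, each unknown p is set just above 0.0304, so every tested locus of a list passes. That end only repeats the count of tested loci changed at least 2-fold, and is a bound, not a test result.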

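In the fat of exposed pups, most of the called genes were lower than in controls. Of the filtered loci, 755 changed at least 2-fold in the group values, 149 higher and 606 lower, while without the filter on FPKM 2483 were higher and 2268 lower. Of the filtered ones, 94 also had a q of 0.05 or less in the authors' deposited table, 13 higher and 81 lower. Among called loci with a value above 0 in both groups, Mat1a, a methionine adenosyltransferase gene, had the largest fall. It fell 24.6-fold from 7.78 to 0.314 FPKM, and Cps1, which starts the urea cycle, fell 24.3-fold. The next largest falls were in Fga, a locus that joins Dio3os with the microRNA gene Mir1247, Apob, Gjb1, F2, Fgb, Fgg, Rgn, Plg and Pzp. 8 called loci were listed at 0 in the exposed group, led by Defb38 (10.9 FPKM in control), Defb28 (9.78 FPKM) and AY761185 (4.32 FPKM). Among the called rises without a short RNA in the locus were Actg2, a smooth muscle actin, which rose 8.69-fold from 1.55 to 13.5 FPKM, Axin2, a target of Wnt signalling, which rose 2.45-fold, and Myh11, a smooth muscle myosin, which rose 2.43-fold. The largest rise was 19.2-fold, in a locus that joins Kif27 with Mir6369, followed by Mir3061 and a locus that joins A330023F24Rik with Mir29b-2 and Mir29c. Of the 13 called rises, 6 lay in loci that hold a short RNA such as a microRNA, against 3 of the 81 called falls; short RNAs are poorly measured by FPKM. Of the loci changed at least 2-fold, 274 stayed under 2 FPKM in both groups.

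**Figure D1:**
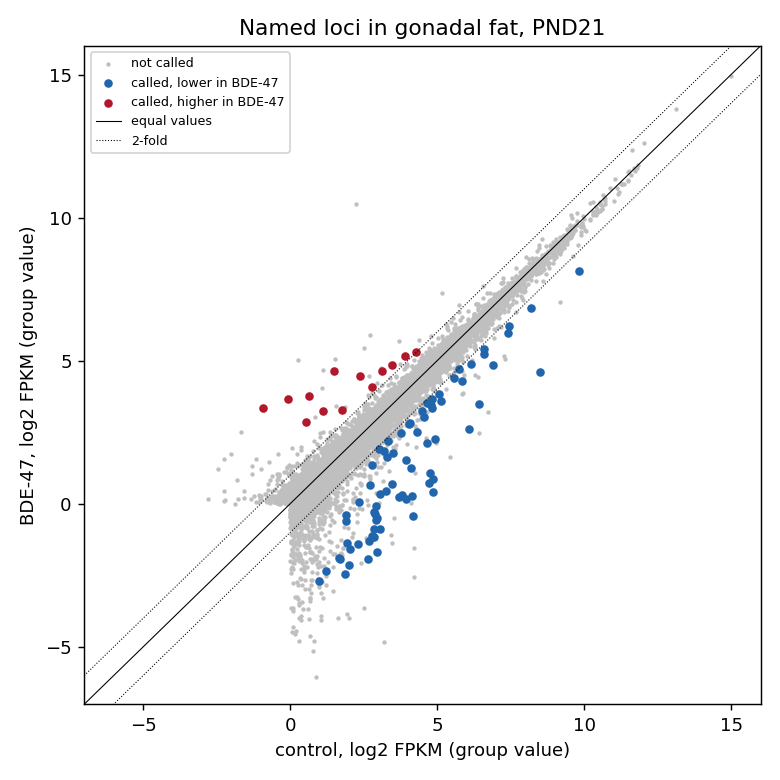
Group values of the filtered loci that are above 0 in both groups, on a log2 FPKM scale with control on the horizontal and BDE-47 on the vertical axis. Each point is 1 locus, coloured points are called loci, the solid line marks equal values and the dotted lines a 2-fold change; most coloured points lie below the lines.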

758 genes were deferentially expressed 2-fold or higher (Figure 1) and 94 genes also had FDR *q*-value of ≤ 0.05 (Table S1). 

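Of the genes later measured by RT-qPCR, some were higher and some lower in exposed fat. Cish, a target of STAT5 signalling, rose 4.38-fold from 2.17 to 9.51 FPKM, and Sfrp2, a secreted regulator of Wnt signalling, rose 4.29-fold from 5.21 to 22.3 FPKM. Fgg, the fibrinogen gamma chain gene (chromosome 3 of GRCm38, 83007724 to 83015049), fell 15.7-fold from 26.2 to 1.67 FPKM. F2, the prothrombin gene, fell 16.2-fold from 7.26 FPKM. Apob, the gene of the main protein of very low density lipoprotein (chromosome 12, 7977648 to 8016835), fell 20.3-fold from 3.68 FPKM. With 1 FPKM added to both groups, the fold changes of Fgg, F2 and Apob were −10.18, −5.706 and −3.961. Each of these genes has a q of 0.013 in the authors' deposited table. The paper's RT-qPCR folds were 3.9 for Cish, 4.2 for Sfrp2, −16.3 for Fgg, −13.9 for F2 and −17.5 for Apob.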

Expression of select genes measured by RT-PCR showed good concordance with RNA-seq data (Table 1).

### 3.1. DAVID Analysis

DAVID analysis revealed four enriched annotation clusters with an enrichment score >2.0: ‘secreted proteins’, ‘peptidase inhibitor activity’, ‘complement and coagulation cascades’ (Figure 2), ‘biosynthesis of amino acid’, ‘microsomal metabolism’, and ‘lipid metabolism’ (Table 2).

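Genes that break down amino acids were lower in exposed fat, and none of those that make them was called. Of 27 measured loci of amino acid catabolism and the urea cycle, 8 were called lower and 0 higher (14 to 19 lower when adjusted over the list alone), and the median log2 ratio was below those of all random lists. Bhmt, which remethylates homocysteine, fell 13.8-fold from 15.6 to 1.13 FPKM, Gnmt fell 7.11-fold, Hpd fell 6.54-fold and Ass1 fell 3.56-fold. Bhmt and Hpd are also on the hepatocyte marker list, whose other members were also mostly lower in these samples; Ahsg, which was not called, was at 85 and 5.58 FPKM. Of 17 loci of amino acid biosynthesis and ATF4 targets, 0 were called (0 when adjusted over the list alone), with a median log2 ratio of 0.00 (percentile 54.1 among random lists). Phgdh was at 161 and 133 FPKM and Psat1 at 103 and 98.4 FPKM in control and exposed fat.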

### 3.2. GSEA Analysis

No significantly positively enriched gene sets were found in GSEA analysis (see Table S2 for details). 

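Of 32 measured loci of coagulation and fibrinolysis, 18 were at least 2-fold lower and 0 higher. 6 of them were called lower (12 to 18 when adjusted over the list alone), and the median log2 ratio of −1.25 was below those of all random lists. Of 43 loci of xenobiotic metabolism, 20 were at least 2-fold lower and 0 higher, with 3 called lower (16 to 20 when adjusted over the list alone). Their median log2 ratio was −0.22 (percentile 0.16), and it was 0.09 among the loci above 5 FPKM in at least 1 group. Of 19 loci of bile acid synthesis and transport, 6 were at least 2-fold lower and 2 were called lower (5 to 6 when adjusted over the list alone). Their median log2 ratio was −0.10 (percentile 17.4). Hepatocyte markers moved with these lists: Gc, the vitamin D-binding protein gene, fell 12.7-fold.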

The following hallmark gene sets were negatively enriched with FDR *q* < 0.2: ‘coagulation’, ‘xenobiotic metabolism’, and ‘bile acid metabolism’ (Figure 3A). 

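Genes typical of hepatocytes, the main cells of the liver, were lower in exposed fat. Of 32 measured loci of a hepatocyte marker list, 25 were at least 2-fold lower and 18 were called lower, with 0 called higher (21 to 25 lower when adjusted over the list alone). The median log2 ratio was below those of all random lists. Of the 81 called falls, 36 hold a gene of a list of liver functions. Albumin, the most abundant protein made by hepatocytes (Alb, chromosome 5 of GRCm38, 90460897 to 90476602), fell 14.7-fold from 362 to 24.6 FPKM. Fabp1, the liver fatty acid-binding protein gene, fell 7.62-fold from 85 to 11.2 FPKM, and Ttr, the transthyretin gene, fell 6.32-fold. Some members of the list, which fat also expresses, were not called: Trf was at 1342 and 1314 FPKM, Rbp4 at 498 and 402 FPKM and Cyp2e1 at 1278 and 1479 FPKM. Of the periportal markers, 3 of 10 were called lower (5 to 7 when adjusted over the list alone), and of the pericentral markers 2 of 8 (5), whose median was 0.03 among the loci above 5 FPKM in at least 1 group. In the same samples, 7 of 7 measured markers of the epididymis, which adjoins this fat pad, were at least 2-fold lower and 2 were called lower (3 to 7 when adjusted over the list alone). Without the filter, 15 of 19 epididymis loci were below 0 and 4 above. Of 20 adipocyte markers, 0 were called in either direction.

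**Figure D2:**
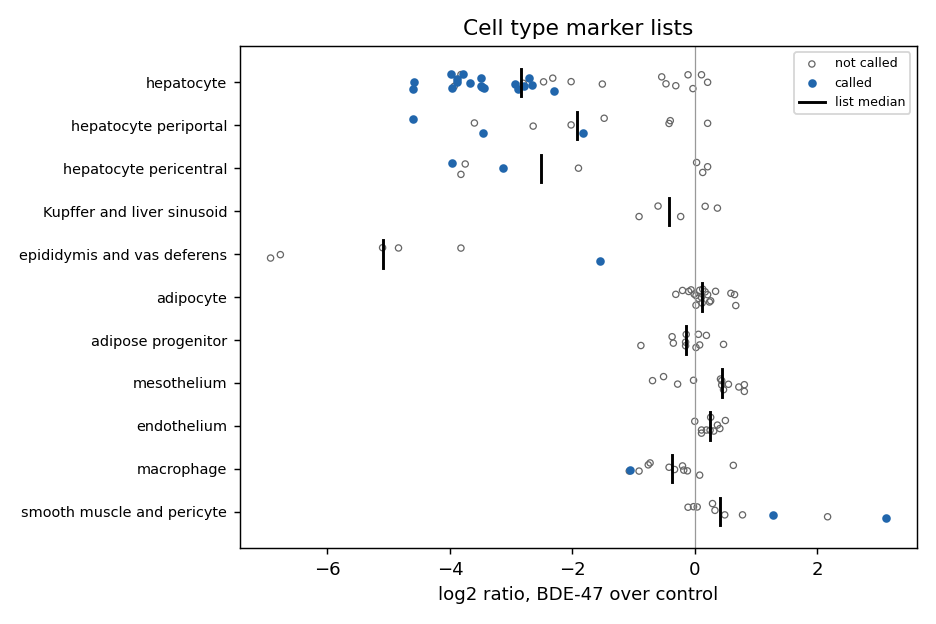
The log2 ratio of BDE-47 over control for the genes of marker lists, 1 point per locus, with filled points for called loci and a bar at the list median; members listed at 0 in 1 group count in the median but are not drawn. Hepatocyte and epididymis markers lie mostly left of 0 and adipocyte markers around it.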

Analysis of C2 collection of gene sets revealed several negatively regulated liver specific gene sets, including genes targets of HNF1A and HNF4A (Figure 3B). 

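Genes that make fatty acids and triglycerides had slightly higher group values in exposed fat, and none passed the test. Of 24 loci of de novo lipogenesis, 22 had a ratio above 0, 0 changed at least 2-fold and 0 were called (0 when adjusted over the list alone). The median log2 ratio was 0.23, above those of all random lists. Cell type markers moved as well: 15 of 20 adipocyte markers had a ratio above 0 (percentile 99.9) and 10 of 12 macrophage markers a ratio below 0 (percentile 0). Scd1, a fatty acid desaturase gene, was at 3169 FPKM in control and 5330.3 FPKM in exposed fat, Thrsp at 744 and 1082 FPKM, and Dgat2, which completes triglyceride synthesis, at 1168 and 1468 FPKM. Of 24 loci of cholesterol biosynthesis, 18 had a ratio above 0 and 0 were called (0 when adjusted over the list alone). Their median log2 ratio was 0.23 (percentile 100 among random lists). Srebf1, the gene of the transcription factor SREBP-1, was at 76.6 and 95.7 FPKM.

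**Figure D3:**
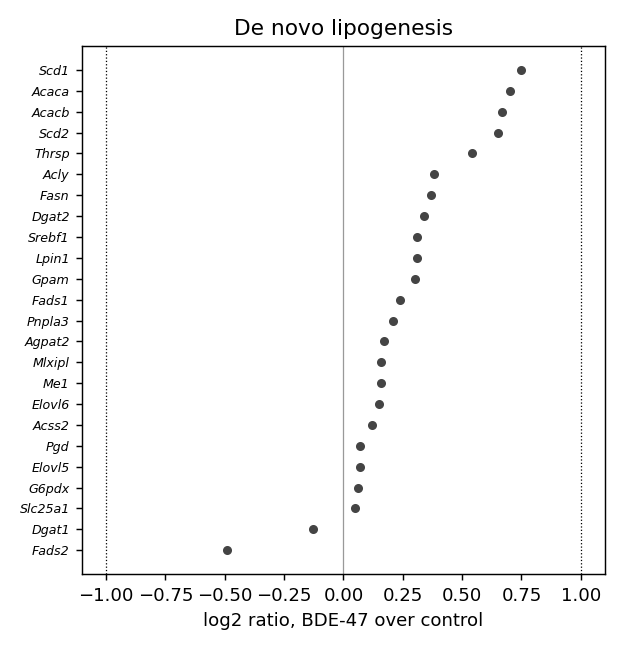
The log2 ratio of BDE-47 over control for each measured gene of de novo lipogenesis, 1 point per locus. Dotted lines mark a 2-fold change, which no point reaches.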

Several positively enriched (although not significant) gene sets indicated upregulation of lipid biosynthesis, including ‘SREBF targets’ (Figure 3C), ‘obesity’ and ‘cholesterol biosynthesis’. Significantly negatively enriched gene ontology (GO) gene sets included ‘coagulation’, ‘serine type endopeptidase activity’, and ‘lipid catabolism’. 

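Of 11 measured genes of lipolysis in fat cells, 0 were called in either direction (0 when adjusted over the list alone), and the median log2 ratio was 0.06 (percentile 95.4). Pnpla2, the gene of adipose triglyceride lipase, was at 771 FPKM in control and 724 FPKM in exposed fat, and Plin1, which coats lipid droplets, at 792 and 826 FPKM. Lipa, the lysosomal acid lipase gene, was at 76.6 and 44.6 FPKM, with a q of 0.109 in the authors' deposited table.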

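In a list of 39 measured PPARα target genes fixed beforehand, 2 were called lower and 0 higher (3 to 4 lower when adjusted over the list alone). Fabp1 was among the called genes; it is also on the hepatocyte marker list, most of whose loci were lower in the same samples. The median log2 ratio of the list was −0.06 (percentile 9.18), with 25 genes below 0 and 14 above. Genes of fatty acid oxidation such as Acadm (259.6 and 267 FPKM) and Cpt1a (34.1 and 24.9 FPKM) were not called. The gene set of the paper's enrichment test was not used here.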

Genes—targets of PPARα alpha were also significantly downregulated (normalized enrichment score = −1.72, nominal *p*-value < 0.0001, FDR *q* < 0.001).

### 3.3. IPA Analysis

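Genes of the acute phase response, most of them secreted by hepatocytes, were lower in exposed fat. Of 22 measured loci, 10 were called lower and 0 higher (13 to 16 lower when adjusted over the list alone), and the median log2 ratio of −2.54 was below those of all random lists. Hpx, the hemopexin gene, fell 7.36-fold from 17.5 to 2.38 FPKM, and Itih4, an inter-alpha-trypsin inhibitor gene, fell 4.82-fold. Lcn2, the lipocalin-2 gene, which the epididymis list also holds, fell 2.91-fold from 57.7 FPKM. Hp, the haptoglobin gene, which fat also expresses, was at 1489 and 1438 FPKM and was not called.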

The top IPA enriched canonical pathways were ‘FXR/RXR activation’, ‘LXR/RXR activation’, ‘acute phase response signaling’, ‘coagulation system’, and ‘extrinsic prothrombin activation pathway’ (Table 3). HNF1A (*p*-value of overlap = 2.98 × 10^−37^, predicted activation—inhibited), and PPARα (*p*-value of overlap = 1.41 × 10^−18^, predicted activation—n/a) were identified as upstream regulators with significantly altered activity (Figure 4).

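Of 44 genes read from the PPARα network of Figure 4, 43 were lower and 15 were called lower, and Trp63 was the gene with a higher value. The study chose this network from its own changed genes, so the count is not independent evidence of direction. Acta1, the skeletal muscle actin gene, fell 4.2-fold from 120.3 FPKM. Hnf4a, the gene of a transcription factor of hepatocytes, had a log2 ratio of −2.26 with a q of 0.0576 in the authors' deposited table, which misses the threshold. Ppara was at 2.71 FPKM in control and 2.3 FPKM in exposed fat, and Pparg at 105 and 164 FPKM (q = 0.212 in the same table). From the PPARα network, reports that BDE-47 activates PPARγ, and the wide binding pocket of these receptors, the paper proposes as a possibility that most of the changes result from direct interaction of BDE-47 or its metabolites with PPARα. It also cites a prediction that such compounds would not interact with these receptors, and gives as an alternative an action on mechanisms upstream of PPARα, such as mTOR signalling.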

## 4. Discussion

We found that perinatal exposure to 0.2 mg/kg body weight of BDE-47 results in changes in the expression of genes involved in the coagulation and complement cascades, xenobiotic metabolism and lipid metabolism in gonadal adipose tissue of mice, suggesting that adipose tissue can also be a target tissue for BDE-47, in addition to its role as a storage depot.

### 4.1. Relevance of the Dosing Paradigm

Results reported in this study were produced using environmentally-relevant exposure paradigm. In our previous study [28], exposure of pregnant rats to 0.2 mg/kg body weight of BDE-47 resulted in 234.3 ng BDE-47/g lipid in adipose tissue of dams and 1054.7 ng BDE-47/g lipid in adipose tissue of pups. These concentrations are comparable with those of the North American human population (mean concentration in adipose tissue of adult subjects = 399 ng/g lipids) [29]. Given that the rate of BDE-47 elimination is around 10 times higher in mice than in rats [30,31], the exposure used in this study is also relevant to that of the North American human population. In this study we dosed animals during the pre- or neonatal period since human PBDE exposure peaks during the perinatal period of life due to the active transport of PBDE via cord blood and breast milk [32,33,34], higher rates of dust ingestion [35], and higher food intake per kilogram of body weight in toddlers [33].

### 4.2. Downregulation of the Complement and Coagulation Cascades Genes

Coagulation is the primary defense against blood loss at a site of injury. It is characterized by a serine protease mediated conversion of zymogens to their active form to induce blood clotting [36]. The major players in the coagulation and fibrinolytic system are circulating zymogens (fibrinogen, clotting factors, protein C and its cofactor protein S, plasminogen, kininogen), activating and converting enzymes (plasminogen and thrombin), a group of serine protease inhibitors (SERPINs), and high density lipoproteins (HDL). 

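The 3 fibrinogen chain genes were lower together in exposed fat. Fga fell 24.1-fold from 18 to 0.747 FPKM, and Fgb fell 15.9-fold from 29.2 to 1.84 FPKM. Plg, the plasminogen gene, fell 15.1-fold from 8.28 to 0.547 FPKM. Serpinf2 (α2-antiplasmin) had a log2 ratio of −3.19 and a q of 0.0632, Proc (protein C) a log2 ratio of −3.03 and a q of 0.0985, F12 a log2 ratio of −3.34 and a q of 0.584, and F10 a log2 ratio of −1.28 and a q of 0.165 in the authors' deposited table. F7 was at 12.2 and 5.35 FPKM, and Serpind1 (heparin cofactor II) at 2.87 and 0.295 FPKM, neither called. F11 has a locus at 28.2 FPKM in control that is listed at 0 in exposed fat with a q of 1 in the authors' deposited table. Serpinc1 (antithrombin) has a locus with 5.82-fold lower and another with 1.26-fold higher values, neither called. Genes of this pathway that blood vessels and other cells also make were not called, such as Vwf (10.5 and 13.9 FPKM) and Thbd (73.5 and 66.3 FPKM). The hepatocyte marker Ambp fell 11.2-fold in the same samples.

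**Figure D4:**
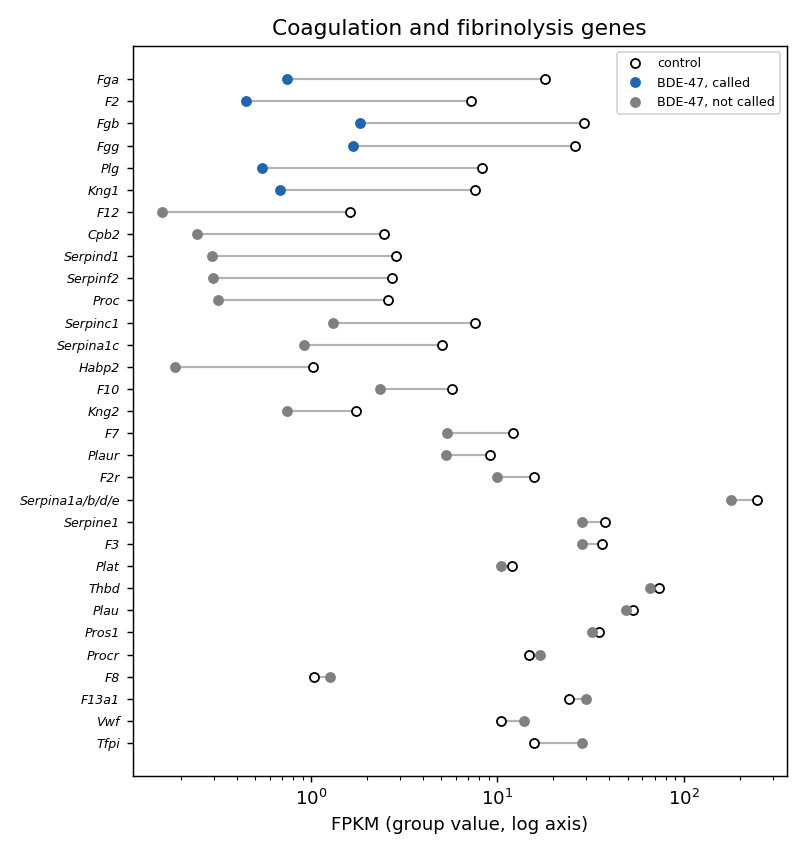
Group FPKM of coagulation and fibrinolysis genes on a log axis, with open points for control and filled points for BDE-47, blue where called; F11, listed at 0 in the exposed group, is not drawn. The fibrinogen chains, F2, Plg and Kng1 are the called genes, all lower with BDE-47.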

Our results indicate that the expression of the major players in the coagulation pathway and fibrinolytic pathway, namely fibrinogen protein chains (*FGG*, *FGA*, *FGB*), clotting factors (*F2*, *F7*, *F10*, *F11*, and *F12*), serine protease inhibitors (*SERPINC1*, *SERPIND1*, *SERPINF2*), plasminogen (*PLG*), and protein C (*PROC*) were downregulated by more than 2-fold. We also observed more than 2-fold downregulation of the complement cascade genes such as *C9*, *C8A*, *C8B*, *C4bp Cfi*, *HC*, *Mbl1*, and *MBl2*. 

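All 8 of these complement genes had group values at least 2-fold lower in exposed fat, and none reached a q of 0.05. C9, a part of the membrane attack complex (chromosome 15 of GRCm38, 6445327 to 6498751), was at 2.13 FPKM in control and 0.152 FPKM in exposed fat. Hc, the complement C5 gene, had a log2 ratio of −3.42 with a q of 0.0523, C4bp −3.34 with a q of 0.074, Mbl2 −3.26 with a q of 0.0799 and Cfi −1.94 with a q of 0.209 in the authors' deposited table. The largest control value among the 8 was 4.29 FPKM, for Mbl2. Over 35 measured complement loci, 10 were at least 2-fold lower, 1 was called lower (9 to 10 when adjusted over the list alone), and the median log2 ratio was −0.37, below those of all random lists. The components with high values in fat were not called, such as C3 (292 and 224 FPKM) and Cfd, the adipsin gene (4182 and 6252 FPKM). The hepatocyte marker Apoh fell 6.92-fold in the same samples.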

Adipose tissue has an important role in direct regulation of the coagulation and complement system by producing coagulation tissue factors and complement proteins [37,38]. Therefore, the observed changes in gene expression may have significant consequences for the whole complement and coagulation system in exposed organisms.

### 4.3. Downregulation of Xenobiotic Metabolism Genes

A big group of heterogeneous xenobiotic metabolism genes, including but not limited to cytochromes P450 (Cyp1a, Cyp2c, and Cyp3a subfamilies), was downregulated in exposed mice. This group of genes is usually induced in toxicological experiments, including experiments with BDE-47 [39,40,41,42,43], while in our experiment enrichment was negative, corresponding to a significant decrease in the expression of many genes. 

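Several cytochrome P450 loci, which encode enzymes that oxidize foreign compounds, fell in exposed fat. The locus that joins Cyp3a11 and Cyp3a41a fell 14.8-fold from 17.9 to 1.21 FPKM, Cyp2c70 fell 9.45-fold from 7.46 FPKM, and the locus that joins Cyp2c29 and Cyp2c39 fell 8.82-fold from 7.21 FPKM; these near-identical genes may share reads. Of 6 Cyp2c loci past the filter, 6 were at least 2-fold lower and 2 were called, and of 2 Cyp3a loci 2 were at least 2-fold lower and 1 was called. Cyp1a2 had a log2 ratio of −3.82 with a q of 0.074 in the authors' deposited table. Glutathione S-transferase genes had no member changed at least 2-fold among 20 loci past the filter, and Gstp1, with 46.9 and 89.9 FPKM, had a q of 0.0632 in the authors' deposited table. Xenobiotic genes with high values in fat were not called, such as Ces1d (357 and 488 FPKM) and Ephx2 (189 and 127 FPKM). The hepatocyte marker Apoa1 fell 10.9-fold in the same samples.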

We speculate that this may be a result of overcompensation for sub-chronic developmental exposure to a low dose of BDE-47. Similarly, changes in gene expression, opposite in direction to predicted, were reported recently for liver tissue in BDE-47-exposed mice [44]. Altered expression of P450 cytochrome genes may affect the availability of active forms of vitamin D [45], which was recently shown to regulate the adipogenic fate of adipose-derived stem cells [46].

### 4.4. Upregulation of De Novo Lipogenesis Genes

Our bioinformatic analysis suggests that the metabolic profile of adipose tissue in exposed animals is slightly shifted in the direction of activation of de novo lipogenesis (DNL). For example positive enrichment of GSEA ‘*SREBF targets’* dataset was due to upregulation of several essential DNL genes, including 1.6-fold induction of Acaca, encoding DNL rate-limiting enzyme acetyl-CoA carboxylase [47]. 

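Acaca (chromosome 11 of GRCm38, 84129672 to 84401651) was at 36.3 FPKM in control and 58.5 FPKM in exposed fat, 1.62-fold higher, with a q of 0.308 in the authors' deposited table. Acacb, which encodes the other acetyl-CoA carboxylase, was at 17.8 and 28.2 FPKM, and Fasn, the fatty acid synthase gene, at 298 and 385 FPKM. Scd2 was at 94.4 and 148 FPKM, with a q of 0.491 in the authors' deposited table. None of these differences passed the test.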

Genes of cholesterol biosynthesis were also upregulated, including 1.5-fold induction of Hmgcs1, encoding cytosolic 3-hydroxy-3-methylglutaryl-CoA (HMG-CoA) synthase, a rate-limiting enzyme of cholesterol biosynthesis [48]. 

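Hmgcs1 (chromosome 13 of GRCm38, 119690379 to 119708260) was at 145 FPKM in control and 208 FPKM in exposed fat, 1.42-fold higher, with a q of 1 in the authors' deposited table. The difference did not pass the test.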

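Among genes of bile acid synthesis and transport, both called genes were lower in exposed fat. Akr1c6 fell 13.4-fold from 7.31 to 0.547 FPKM, and Slco1b2, an uptake transporter of hepatocytes, fell 12-fold from 2.36 FPKM, both with a q of 0.0475 in the authors' deposited table. Slc10a1, which takes bile acids into hepatocytes, had a log2 ratio of −2.97 with a q of 0.0985 in the authors' deposited table. Genes of the pathway with higher values in fat were not called, such as Cyp27a1, a sterol 27-hydroxylase (32.9 and 35.3 FPKM), and Hsd3b7 (46.9 and 47.2 FPKM). The hepatocyte marker Itih3 fell 4.92-fold in the same samples.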

At the same time, bile acid metabolism genes were downregulated, suggesting decreased cleavage of cholesterol, concordant with the previously reported increase in circulating cholesterol in rats perinatally exposed to BDE-47 [39]. However, it is difficult to interpret the observed changes in molecular pathways responsible for cholesterol turnover in the current study, as adipose tissue is not a major player in cholesterol biosynthesis and elimination. Importantly, changes in gene expression discussed in this paragraph may affect the major function of the adipose tissue—to store energy in the form of lipids. This concern is supported by human population data reporting a positive association between PBDE concentrations in blood, milk, and placenta and BMI in nursing women [34,49,50,51]. In several animal studies, developmental BDE-47 exposures also resulted in increased body weight [52,53,54].

### 4.5. Network Affected by BDE-47

The coagulation and complement system is known to be regulated among other transcription factors by HNF1, HNF4α and PPARα—mechanisms enriched in our bioinformatic analysis. For example the α and β promoters of fibrinogen gene contain tissue specific motif for HNF1 [55]. SERPINC1 (antithrombin) is transcriptionally activated by the binding of HNF1α and HNF4α to SERPINC1 gene (*α1AT*) promoter/enhancer [56]. Additionally, synthetic PPARα agonists, fibrates, have been shown to suppress fibrinogen gene expression and impair the induction of tissue factors in endothelial cells in rodents [57,58] and downregulate the complement and coagulation pathways in cynomolgus monkey liver [59]. Both transcription factor HNF4A and PPARα regulate expression of major protein component of the high density lipoproteins (HDL) [60,61]. In mice (contrary to humans), PPARα upregulates expression of *APO5*, *APOA1*, and *APOA2* [62,63,64]. In our study, the expression of several HDL genes *APOA1*, *APOA2*, *APOA5*, *APOB*, *APOC2*, *APOC3*, *APOC4*, *APOH*, *APOM* was more than 2-fold downregulated. 

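Apoa1, the main protein of HDL, was at 67.2 FPKM in control and 6.19 FPKM in exposed fat and was called lower, as were Apob and Apoh. Apoa2 was at 59.3 and 14.6 FPKM and Apom at 2.53 and 0.507 FPKM, with q values of 1 and 0.583 in the authors' deposited table. Apoa5 had a log2 ratio of −3.36 with a q of 0.0861, and Apoc3 −2.32 with a q of 0.132 in the authors' deposited table. Apoc2 and Apoc4 share 1 locus, 2.71-fold lower and not called. Of 20 measured loci of apolipoproteins and lipoprotein assembly, 3 were called lower and 0 higher (8 to 9 lower when adjusted over the list alone), with a median log2 ratio of −0.70, below those of all random lists. Apoe, which fat itself expresses, was at 3350.1 and 3421 FPKM. The hepatocyte marker Bhmt moved the same way.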

HDL modulates protease activity by directly binding to the majority of SERPINs [65]. Finally the expression of PPARα is regulated by HNF4 in mice, and PPARα is capable of binding to HNF4αRE [66].

### 4.6. Role of PPARα in the Modulation of BDE-47 Induced Response

Our analysis identifies PPARα as a hub of a molecular network affected in adipose tissue by BDE-47. No studies reported previously BDE-47 interaction with PPARα. In fact, a theoretical structure–activity assessment predicted that PBDEs would not have an interaction with PPAR receptors [67]. However, several studies have indicated the ability of BDE-47 and/or its metabolites to activate another PPAR isoform—PPARγ [68,69,70]. This evidence, taken together with the fact that the PPAR nuclear family is considered to have the largest and the most promiscuous binding pocket [71], suggests the possibility that most of the observed changes in gene expression in the current study are a result of direct interaction of BDE-47 and/or its metabolites with PPARα. An alternative hypothesis may explain the changes in PPARα activity by the ability of BDE-47 to interact with regulatory mechanisms upstream of the receptor. In our recent study we have shown that the same dosing paradigm used in this study results in activation of mTOR signaling in mouse livers on PND21 [44]. PPARα is a well-known target of mTOR complex 1 (mTORC1) [72,73,74]. Additional studies are needed to determine the interaction between BDE-47 and the PPAR-regulated molecular network.

## 5. Conclusions

We have demonstrated that low-dose perinatal exposure to BDE-47 produces significant changes in gene expression in the gonadal adipose tissue in mice, suggesting that adipose tissue should be considered a target tissue for BDE-47, in addition to its role as a storage depot. Our data imply that functional networks, including coagulation and complement cascades, de novo lipogenesis, and xenobiotic metabolism, are affected by BDE-47. The affected molecular network is connected via the following hubs: PPARα, HNF1A, and HNF4. Altered metabolism of vitamin D due to the changes in P450 gene expression may interfere with adipose tissue function. This study builds a background for a targeted search of sensitive phenotypic endpoints of BDE-47 exposure, including lipid profile parameters and coagulation factors in circulation. Additional research is needed to dissect molecular cascades affected in the adipose tissue by PBDEs, and the role of PBDEs as obesogens.

## Figures and Tables

**Figure 1:**
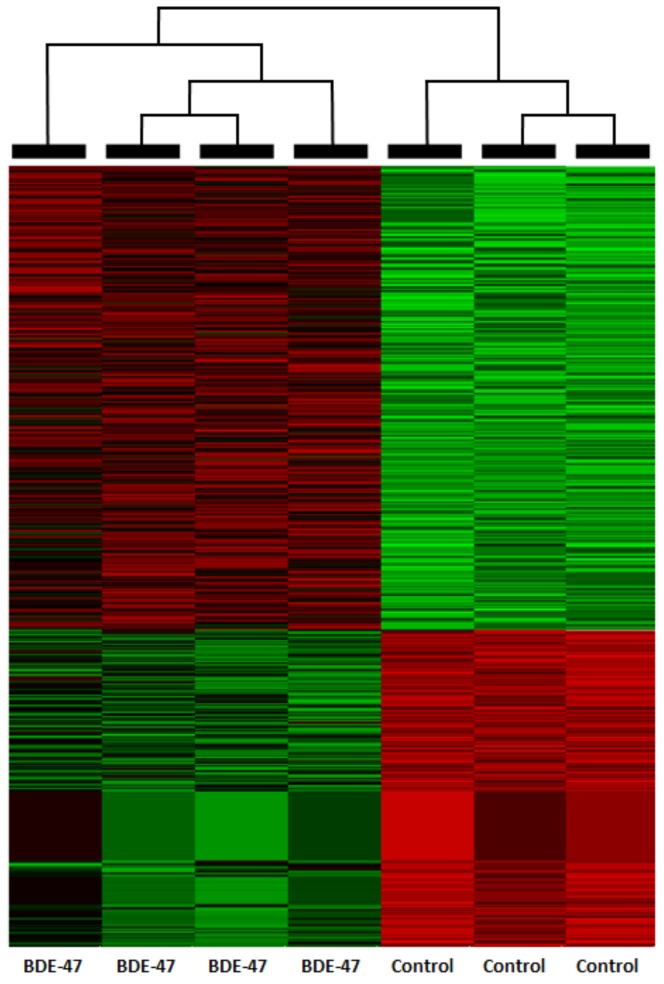
Heat-map for 758 2-fold differentially regulated genes in mouse gonadal adipose tissue on PND21.

**Figure 2:**
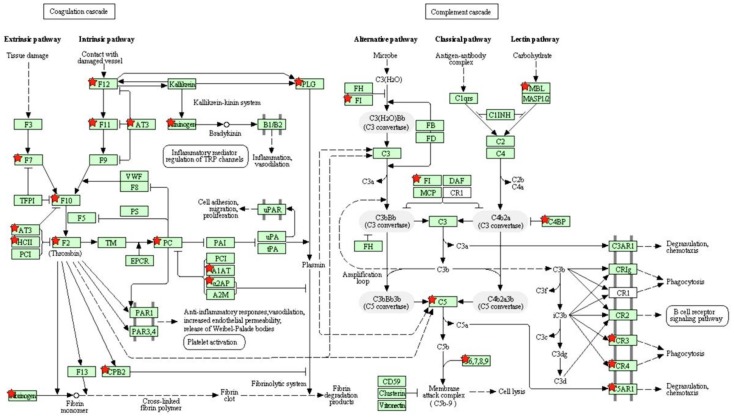
KEGG coagulation and complement cascades pathway. Differentially expressed genes are marked with red stars.

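Among the marked genes that the text does not list as changed, Kng1, the kininogen gene, fell 11.2-fold from 7.62 to 0.683 FPKM. C5ar1, the receptor of complement C5a on myeloid cells, fell 2.81-fold from 23.3 to 8.28 FPKM. Cpb2 was at 2.45 and 0.243 FPKM and Serpina1c, 1 of several near-identical α1-antitrypsin genes that may share reads, at 5.06 and 0.914 FPKM; neither was called. Of the integrin genes of complement receptors 3 and 4, Itgax was at 18.9 and 9 FPKM, Itgam at 12.9 and 9.19 FPKM and Itgb2 at 50.9 and 29.2 FPKM, with q values of 0.0884, 1 and 0.218 in the authors' deposited table. The genes of the marked boxes were assigned from the names of the proteins.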

**Figure 3:**
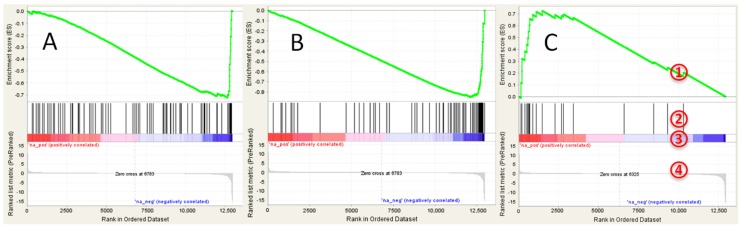
GSEA enrichment plots for transcriptional changes in gonadal adipose tissue of mice exposed perinatally to BDE-47: (**A**) bile acid metabolism gene set; (**B**) genes targets of HNF4A; and (**C**) genes targets of SREBF. GSEA plot legend: 1—running enrichment score for the gene set; 2—vertical lines show where the members of the gene set appear in the ranked list of genes; 3 and 4—ranked list of differentially expressed genes from the most up-regulated (left of each plot) to the most downregulated (right of each plot). Regulation is shown in the heat-bar (3) and in the bar plot (4).

**Figure 4:**
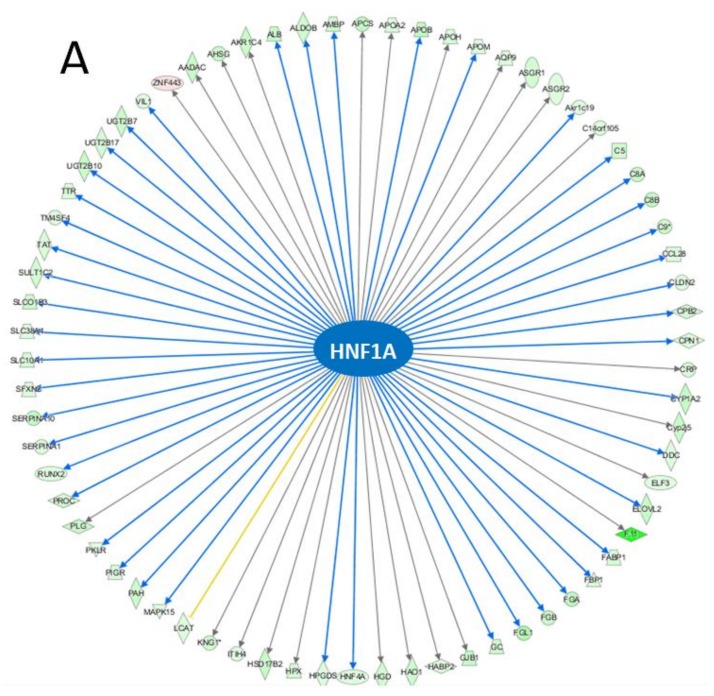

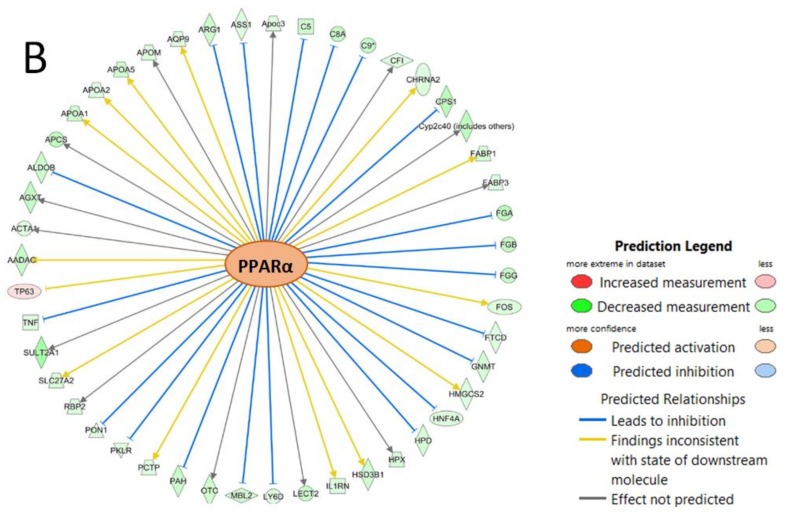
Molecular networks of differentially expressed genes regulated by (**A**) HNF1A and (**B**) PPARα.

**Table 1:** RT-qPCR validation of RNA-seq data for select differentially expressed genes.

Gene	qPCR Primers	Fold Change	
		RNA-seq	qPCR
Grem2	GAGGAGAGGGACAGGGAGAC	2.8	2.6
	AGCGAGAGCTTCCAGAACAT		
Cish	CGTTGTCTCTGGGACATGGT	4.4	3.9
	ACAGCCAGCAAAGGACAAGA		
Sfrp2	AGGACAACGACCTCTGCATC	4.3	4.2
	TTCTTGGTTTTGCAGGCTTC		
Fgg	AACCCACGAGACAAGCATTC	−15.7	−16.3
	CAAGCTGGGCTACCTTCTGT		
F2	CCCTGGTTAGCCTGGTACAC	−16.2	−13.9
	CAGCGATAGTGCTTGCTGAG		
Apob	AAAACTTAAGCTTCAGCTGTCCA	−20.3	−17.5
	CTTTCGGAGGTGCTTGAATC		
B2m	CCGGCCTGTATGCTATCCAG	--	housekeeping
	TGTTCGGCTTCCCATTCTCC		

**Table 2:** DAVID functional annotation clustering for 94 2-fold differentially expressed genes (FDR *q* ≤ 0.05).

Functional Annotation Cluster	Enrichment Score	Genes	*p*-Value	Benjamini
*Secreted proteins*	11.17	38	6.7 × 10^−6^–3.0 × 10^−18^	7.0 × 10^−4^–5.9 × 10^−16^
*Peptidase inhibitor activity*	5.15	10	2.7 × 10^−2^–1.9 × 10^−9^	6.2 × 10^−1^–9.2 × 10^−8^
*Blood coagulation*	3.14	22	2.7 × 10^−2^–1.9 × 10^−9^	6.2 × 10^−1^–9.2 × 10^−8^
*Biosynthesis of amino acids*	2.81	6	4.6 × 10^−2^–1.2 × 10^−4^	3.0 × 10^−1^–5.7 × 10^−3^
*Microsomal metabolism*	2.40	7	1.1 × 10^−1^–1.9 × 10^−5^	5.3 × 10^−1^–4.5 × 10^−4^
*Lipid metabolism*	2.27	5	3.8 × 10^−2^–7.8 × 10^−4^	3.9 × 10^−1^–3.0 × 10^−2^

**Table 3:** Ingenuity Pathway Analysis: top enriched canonical pathways.

Canonical Pathway	*p*-Value	Overlap	Count
*FXR/RXR Activation*	2.4 × 10^−^^23^	25.4%	32/126
*LXR/RXR Activation*	2.99 × 10^−^^17^	21.5%	26/121
*Acute Phase Response Signaling*	3.02 × 10^−^^17^	17.8%	30/169
*Coagulation System*	1.71 × 10^−^^15^	42.9%	15/35
*Extrinsic Prothrombin Activation Pathway*	3.68 × 10^−^^11^	56.2%	9/16

## Supplementary Materials

The following are available online at http://www.mdpi.com/2305-6304/6/2/21/s1, Table S1: Significant 2-fold differentially expressed genes in gonadal adipose tissue of mice exposed perinatally to 0.2 mg/kg body weight BDE-47; Table S2: GSEA analysis: summary of top enriched gene sets in the gonadal adipose tissue of mice exposed perinatally to 0.2 mg/kg body weight BDE-47.

How the deposited data were processed for this re-analysis (not part of the article)

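RNA was measured in gonadal fat of male CD-1 mouse pups on postnatal day 21, from 4 BDE-47-exposed and 3 control pups. The authors trimmed and demultiplexed the reads in BaseSpace, mapped them to mm10 with TopHat2, assembled transcripts with Cufflinks 2.1.1 and compared the groups with Cuffdiff 2.1.1 (versions from the paper and the submitters' processing notes). The annotation, the strand setting and the normalization between libraries are not given in the sources used here. The authors deposited 1 table with, for each of 35534 loci, the log2 FPKM of each group, the log2 ratio of BDE-47 over control and Cuffdiff's q-value. The log2 ratio is the difference of the log2 group columns within 0.01. 1 line of the table was empty. Of the loci, 23378 were tested, 12154 were not and 2 failed. 0 columns of single mice were left unused, as the table has none. The paper gives a minimum of reads per sample; the depth of each library is not in the table, and no interval that needs it is given.

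From these values, the filter and the thresholds of the paper were applied, and a locus was called at a q of 0.05 or less and at least 2-fold. No test across mice was run, because a test needs values per mouse. Folds are 2 to the power of the log2 ratio, with no pseudocount. A gene list was matched by symbol, each symbol taking its locus with the highest mean FPKM, and a locus shared by several genes of a list counted once. The list median was set against 10000 random lists drawn from 20 bins of mean FPKM, and a list is said to stand apart below the 2.5th or above the 97.5th percentile. Of 42 lists, 25 stood apart, and some pass by chance alone. The percentile script was tested on simulated lists: with no shift, 3.5% of lists of 10 loci and 5.5% of lists of 40 stood apart, and with a shift of 0.25 log2, 90% and 100% did. The simulated lists hold loci drawn at random, so these rates do not cover real lists, whose genes may move together. p-values were recovered from the q values as whole multiples of 5e-05, which a simulation returned in 100% of loci at q values up to 0.2.

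The named genes were chosen by a rule set before the data were examined: genes the paper names, the 12 largest rises and falls among called loci above 0 in both groups, up to 3 called loci at 0 in 1 group with the highest FPKM in the other, and in each list the 4 called members with the highest mean FPKM, or the 3 measured members with the highest mean FPKM where fewer than 2 were called. Other genes beside them, and the genes assigned to the boxes of Figure 2, were chosen after their values were seen. Gene positions are from GENCODE vM21 on GRCm38, the same assembly as mm10; of single-name loci whose symbol is in that annotation, 98.7% overlap the gene. Results for some genes are not reported here. Alternatives changed the FPKM filter, the names kept, the pseudocount, the scaling between groups, the fold and q thresholds, the p-value adjustment and rows with 1 name. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.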

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

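The tests of the epididymis genes, of the short RNA loci and of HNF4A were chosen only after the result was seen; the others were set before the data were examined. Each list named here is outside the pathways the paper discusses. All but the list of Kupffer and liver sinusoid cells stood apart from random lists matched on FPKM.

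Genes of hepatocytes were lower in exposed fat, with a median log2 ratio of −2.84, −1.93 for periportal and −2.52 for pericentral markers, and −2.02 for amino acid catabolism and the urea cycle. A general shift of low values is argued against, since the list's percentile among matched random lists was 0. A different amount of liver RNA in the control and exposed samples remains open. The SD of the log2 ratios of the 26 markers above 1 FPKM in both groups was 1.524, between the bounds set for and against it. Albumin lay −1.04 from the list median. These values cannot decide, because the list holds genes that fat also expresses, such as Cyp2e1 (log2 ratio 0.21) and Trf (−0.03). The zones differed by 0.595, although above 5 FPKM in at least 1 group the pericentral median turned to 0.03 and the periportal one was −1.12. Among those pericentral loci, Cyp2e1, Oat and Glul had ratios above 0, while Cyp2c29 and Rgn stayed at −3.14 and −3.96. Carry-over of neighbouring tissue would also move the epididymis list, whose median was −5.10. Lower HNF4A activity in the fat cells themselves (Hnf4a log2 ratio −2.26) cannot be told apart from a loss of hepatocyte RNA, because both would lower Hnf4a and its targets. It did not meet the condition set for it, that no marker of other liver cells or of a neighbouring tissue moves along, as the epididymis list was lower. That condition was set after the result was seen, so missing it does not weigh against HNF4A activity. The Kupffer cell and liver sinusoid list did not stand apart (4 of 6 loci below 0 and 2 above, percentile 3.04). It cannot show that other liver cells were unchanged, as 5 of its 12 genes were under the filter. Its member Stab2 was listed at 0 in exposed fat (1.27 FPKM in control). Below the filter, Clec4f was at 0.351 and 0.0265 FPKM and Clec4g at 0.582 and 0.0909 FPKM in control and exposed fat.

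Genes of the epididymis were lower in exposed fat, again with a list median of −5.10 over 7 loci past the filter, and of −4.84 over 19 loci without it. Epididymal tissue attached to the fat pad of 1 or more control mice is a candidate explanation and remains open. Of the beta-defensin (Defb) loci that were not called, 8 were listed above 0 in control fat alone and 2 in exposed fat alone, too few to decide (two-sided exact sign test, p = 0.1094). With the called loci, which prompted the test, the counts were 12 and 2 (same exact sign test, p = 0.0129). Both tests count loci, which may move together, and neither measures the spread between mice. Which mice carry the signal cannot be seen in group values, and a lower expression in exposed fat was not tested.

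Loci that hold a microRNA or small nucleolar RNA were over-represented among loci at least 2-fold higher, with 59 of 273 such loci. They were also lower more often than chance: 52 were at least 2-fold lower, against an upper bound of 18 in random loci matched on FPKM, and one of 7 for rises. An unstable FPKM of short RNAs may account for both directions. A rise of longer genes is argued against where a short RNA is alone in its locus and lies within a longer gene. Of the genes around 36 such loci that were at least 2-fold higher, 0% were themselves at least 2-fold higher (exact upper limit 9.74%). Of 21 loci in no longer gene, 4 were at least 2-fold higher, against at most 3 in random loci, and 7 were at least 2-fold lower. No longer gene surrounds these loci, so they cannot test a rise of one. Where a short RNA is joined to a longer gene, a rise of that gene cannot be told apart from an unstable FPKM of the short RNA. The locus has a single value and few loci changed: 63.64% of 22 were higher (exact interval 40.7% to 82.8%).

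Other lists that stood apart were lower for macrophages (−0.38), B cells (−0.77), adipose progenitors (−0.14), extracellular matrix genes (−0.27), immediate early genes (−0.13) and proliferation genes (−0.56), and higher for adipocytes (0.12), mesothelium (0.44), endothelium (0.26), T and NK cells (0.53) and smooth muscle (0.41). Without a gene name, 17 loci were called, 10 lower and 7 higher, of which 13 are listed at 0 in 1 group.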

How the results depend on the processing

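The alternatives that leave out short RNA loci or tissue list loci, and list means, were chosen only after the result was seen. No paired analysis was possible because the groups share no replicate numbers and the table holds no values per mouse; for the same reason leaving out each mouse and limma without a trend were not run. The 94 called loci became 95 without an FPKM filter, 77 above 5 FPKM in at least 1 group, 60 above 1 FPKM in both (49 lower), 111 with unnamed loci kept (20 higher), 98 at 1.5-fold, 64 at 3-fold (7 higher), 113 with p-values adjusted over the filtered loci, 132 at a q of 0.1 and 0 at a q of 0.01 (0 higher, 0 lower), which lies below the smallest q of the table. The 755 loci changed at least 2-fold became 4751 (2483 higher, 2268 lower) without a filter, 280 (65 higher, 215 lower) above 5 FPKM in at least 1 group, 263 (61 higher, 202 lower) above 1 FPKM in both, 3148 (640 higher, 2508 lower) with unnamed loci and 415 (85 higher, 330 lower) with a pseudocount of 1. They numbered 1537 (394 higher, 1143 lower) at 1.5-fold and 435 (74 higher, 361 lower) at 3-fold. The share of falls among them was 80.3%, 47.7% without a filter, 80.9% with re-centred ratios and 80.4% with upper-quartile scaling. Without loci that hold a short RNA, 7 called rises and 90 rises of at least 2-fold were counted. Without loci of the liver and epididymis lists, 57 loci were called, 44 of them lower. These lists do not hold every gene of these tissues, and only 2 called falls had an epididymis list gene. The 4 called Defb loci, such as Defb38 and Defb28, are on none of these lists and stay among the 44.

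Above 5 FPKM in at least 1 group, the median of the xenobiotic list turned from −0.22 to 0.09 and that of the pericentral markers to 0.03; fewer loci enter there. The bile acid list passed the percentile bound without a filter (−1.01) and as a mean of log2(FPKM + 1) (−0.52), and the PPARα target list passed it as such a mean (−0.22); the cause was not tested. Of all list comparisons, 277 kept direction and side of the bound, 9 left the bound, 10 passed it and 2 turned. Under both pseudocounts and both scalings, 28 of 28 comparisons of the Table 1 genes and 440 of 440 of the genes named by the rule kept direction and call. These counts are a weak check. A pseudocount cannot turn a ratio, the scalings moved ratios by only 0.02 and 0.01 log2, and q was kept as deposited. A call could therefore change only where a fold crossed 2. The size of the fold did not hold: with a pseudocount of 1 it moved by over 1.5 times for 78 of 116 named genes above 0 in both groups, and with 0.1 for 15. The paper gives a minimum of reads per sample; no counting error of low values was computed from it here.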

Differences from the paper's values

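Among the values set beside the paper's with the paper's filter and thresholds, none differed by more than 1.5 times. The filtered list held 14262 loci against the paper's 14289, and 14279 with 1 FPKM or more in place of more than 1. At least 2-fold changes numbered 755 against the paper's 758 (757 with upper-quartile scaling), and called loci 94 against the paper's 94. The fold of Hmgcs1 was 1.42 against the paper's 1.5.

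The paper states that targets of PPARα were lower as a set. In the list used here, which is another list than the paper's, 25 of 39 genes were below 0, at the percentile of 9.18 among random lists, while the mean of log2(FPKM + 1), chosen after seeing the values, was −0.22 and stood apart. The paper also states that bile acid genes were lower as a set. In the list used here the median was −0.10 at the percentile of 17.4, with 2 genes called lower, and it stood apart without a filter (−1.01) and, chosen after seeing the values, as such a mean (−0.52). Figure 2 marks complement receptor 3, whose genes Itgam and Itgb2 had log2 ratios of −0.49 and −0.80 in the authors' deposited table, under 2-fold.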

Other observations

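Of 12 macrophage markers on the list, 1 was called lower (2 when adjusted over the list alone), and Mrc1, a marker of resident macrophages, was at 22.3 and 20.5 FPKM. Some called genes outside the lists, chosen after their values were seen, were lower in exposed fat. Spp1, the osteopontin gene, fell 5.7-fold from 25.1 to 4.41 FPKM, Lgals3, the galectin-3 gene, fell 2.58-fold from 294 to 114 FPKM, Atp6v0d2, a proton pump subunit gene, fell 2.79-fold, Mmp12, a macrophage elastase gene, fell 2.23-fold and Ctsk, the cathepsin K gene, fell 2.19-fold. In the smooth muscle list, 2 of 10 genes were called higher, while Acta2 was at 140.1 and 129.8 FPKM. Among matrix genes, Thbs1, the thrombospondin-1 gene, fell 2.66-fold.

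The remaining lists did not stand apart or hold under 5 loci. The median log2 ratio was 0.03 for mTORC1 signalling genes, −0.07 for growth hormone and JAK-STAT targets, −0.11 for brown adipocytes and −0.41 for Kupffer and liver sinusoid cells. It was 0.17 over 5 erythroid and 0.10 over 5 skeletal muscle loci. With under 5 loci each, it was −0.78 for neutrophils, 0.68 for nerve, −0.01 for germ cells, −0.14 for Sertoli and Leydig cells, −0.13 for seminal vesicle, −0.34 for pancreas, −1.17 for kidney and −1.13 for intestine.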
